A study of Mus musculus with 6 samples. Its data were reported in "Mettl3-mediated mRNA m6A methylation promotes dendritic cell activation" (2019).

How the data were processed

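Bone marrow-derived dendritic cells (BMDC) from Mettl3 WT mice and KO littermates were grown with GM-CSF (10 ng/ml) and IL-4 (1 ng/ml) and selected for CD11c, and were matured for 24 h in the presence of 100 ng/ml LPS. The cells received actinomycin D, an inhibitor of transcription, for 0, 3 or 6 h. The 3 times of a genotype are taken here as parts of 1 culture, which the sources used here do not state. Poly(A) RNA was sequenced, with ERCC transcripts (synthetic spike-in RNAs) added in proportion to total RNA. Groups were taken from the sample labels, which give 1 library for each genotype and time and 6 libraries in all. The sample titles carry D3 for every WT library and D2 for every KO library. What these marks stand for is not given, nor whether the 2 cultures came from the same littermate pair. More than a single pair of mice is described for mRNA lifetime in the study's methods. From these, 1 culture per genotype is analysed here, and how many mice gave each culture is not given in the sources used here. According to the submitters' processing notes, the tools were bcl2fastq, TopHat2 2.0.14 and Cuffnorm, with the mm10 genome. The gene annotation and the strand setting are not given in the sources used here, so reads of overlapping or near-identical genes cannot be assigned with certainty.

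The values deposited by the authors are RPKM, 1 column per library, in a sheet of 23863 genes and a sheet of 92 ERCC transcripts. Each column holds RPKM plus 1 multiplied by a single factor, which is the lowest value of the column and is shared by 7324 to 8419 genes listed at 0 RPKM. These factors of the authors were 1, 0.390 and 0.220 for WT at 0, 3 and 6 h and 1.29, 0.332 and 0.443 for KO. RPKM was recovered as the value divided by the lowest value of its column, minus 1. In the authors' deposited table of lifetimes, 6194 genes at 0 RPKM in all 3 WT libraries share a lifetime of 2.45 h. In the authors' deposited table, 6230 genes at 0 RPKM in all 3 KO libraries likewise share 2.20 h. Half-lives were for this reason computed again from RPKM.

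The design called for a calibration line against known ERCC amounts. The ERCC sheet used here gives no amounts, so the alternative named in the same design was used, a single factor per library from the median log2 ratio of the 75 ERCC transcripts above 0 in all 6 libraries. Relative to WT at 0 h the factors were 0.362 and 0.191 for WT at 3 and 6 h and 1.29, 0.302 and 0.410 for KO at 0, 3 and 6 h. The 95% intervals came from 1000 bootstrap draws over ERCC transcripts and cover spike-in error alone. Because ERCC RNA followed total RNA, scaled amounts are amounts of mRNA per total RNA.

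A pseudocount of 0.1 RPKM was added before scaling, and genes with a mean of at least 1 RPKM over the 6 libraries were kept (10531 genes). Ratios are on the log2 scale of RPKM plus this pseudocount, which understates the differences of weakly expressed genes. The decay rate k was the loss in log2 units per h, from 0 to 3 h and from 0 to 6 h, and the half-life was 2 divided by the sum of both rates. A gene was counted as differing in decay where half-lives differed by 1.5-fold or more and both rates differed in the same direction (rates under 0.02 per h were set to 0.02). A gene was counted as differing in level where KO and WT differed by 1.5-fold or more in the same direction at all 3 times. The median gene had a log2 ratio of KO to WT of 0.40 at 0 h, -0.26 at 3 h and 1.19 at 6 h. Levels, differences in k and counts of list members are therefore given relative to the median gene unless stated. A library factor cannot move such levels or differences in k, but counts for decay rest on a ratio of half-lives, for which the WT rates were kept on the spike-in scale, and so still depend on the WT factors. SD values of levels are over the 3 times, which are taken as parts of the same cultures.

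Each group is a single library, so no p-value is given across genes. Gene lists, 25 in all, were described by the percentile of their median among 10000 random lists of the same size matched on mean expression in 20 bins (seed 1). The named genes are those the study discusses, up to 10 genes with the highest and the lowest KO to WT level among those counted (mean of at least 5 RPKM), the 10 fastest decaying genes (at least 5 RPKM at 0 h in both cultures), up to 10 with the largest decay difference in each direction among those counted (mean of at least 5 RPKM), and up to 4 members of each list at the ends of the value described. The study's list prints 1 symbol that was read as Cxcl1 and could also be Cxcl11, a gene below the filter here. Unnamed gene models and small RNA genes were named only where nothing else filled a place. Where 5 or fewer members of a list were counted these are named as well, chosen after their values were seen. Groups, gene lists, thresholds, the naming rule and the alternatives not marked as added later were set before the data were examined.

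Depth is not stated with the values. For 1679 genes with a single annotated transcript over 2000 nt, the most frequent low value of RPKM times length marks the worth of 1 read, which gave approximate depths of 22700000, 21400000 and 21500000 reads for WT at 0, 3 and 6 h and 19700000, 22000000 and 18700000 reads for KO. Standard errors of k derived from these depths cover counting error alone. Gene positions are 1-based and come from GENCODE M21 (GRCm38, the assembly also called mm10), in which 96.2% of the tested genes were found by symbol.

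Calculations were done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and with limma 3.58.1 in R 4.3.3 as an alternative that compares the 2 cultures. Unless stated, limma counts are of genes with a Benjamini-Hochberg adjusted p under 0.05. These fits use the times of the same 2 cultures in place of replicates, so their p-values do not cover the spread between mice. The procedure was tested on simulated data with counting noise at the estimated depths. Of 197 genes with a 2-fold difference in decay among 9948, 97.5% were counted, along with 42 unchanged genes. For a 2-fold difference in level, 89.3% of 197 genes among 9934 were counted, along with 0 unchanged genes. The simulated cultures decayed at constant rates and had no shift of the median gene between them. In the data the median gene shifts between the cultures at each time on spike-in scaled amounts. These shares therefore do not hold for the scaled counts, where the shift works against counting genes as lower in KO. Alternatives covered the scaling, the ERCC transcripts used, the pseudocount, the filter on low values, the times entering k, the fold threshold, limma and the matching of random lists. Left out were 27 entries that hold a date in place of a gene symbol, and the half-lives of genes whose k was not above 0 (28 in WT and 30 in KO). A count test was not run because RPKM values are not counts.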

Results

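Transcript amounts were measured by poly(A) RNA sequencing in LPS-matured BMDC from a Mettl3 WT and a Mettl3 KO culture, at 0, 3 and 6 h of actinomycin D. Mettl3 is the catalytic subunit of the complex that writes N6-methyladenosine (m6A) on mRNA, and in the KO mice it is deleted in cells that express CD11c. With 1 library per genotype and time, the differences below have no replicate check and compare 2 cultures. Approximate depth lay between 18700000 and 22700000 reads. Mettl3 (chromosome 14, 52294841 to 52305128) was read at 7.79, 2.68 and 2.59 RPKM in WT and at 6.99, 4.83 and 4.06 RPKM in KO at 0, 3 and 6 h. The KO allele lacks an early part of the gene only and RPKM is over the whole gene, so these values do not check the labels. The paper reports Mettl3 mRNA as abolished in KO cells, and its RNA-seq shows the deleted exons removed. The values over the whole gene do not show such a loss and are not a like measure. KO reads may come from a shortened transcript, so the Mettl3 half-lives and levels below may not compare like with like.

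The first question was how long mRNAs last in mature DC. Immediate-early and feedback regulators were among the fastest to decay. The transcription factor Klf2 (chromosome 8, 72319033 to 72321656) had a half-life of 0.575 h in WT and 0.610 h in KO, the phosphatase Dusp2 0.578 and 0.663 h, the transcription factor Fos 0.627 and 0.604 h, the phosphatase Dusp1 0.661 and 0.621 h and the kinase Sgk1 0.603 and 0.628 h. The lectin Clec2d (0.636 and 0.584 h), the chemokine receptor Cxcr4 (0.623 and 0.605 h), the mTOR inhibitor Ddit4 (0.666 and 0.637 h), the transcription factor Nfe2 (0.768 and 0.581 h) and the neutrophil transcript Retnlg (0.588 and 0.675 h) completed the 10 fastest genes. Retnlg fell to 0.111 and 0.246 RPKM in WT at 3 and 6 h and to 0.128 RPKM in KO at 6 h. These values are near the pseudocount, so its half-lives are uncertain. Dusp2 also fell to low values (0.281 and 0.492 RPKM in WT at 3 and 6 h). So did Klf2 (0.319 RPKM) and Fos (0.341 RPKM) in WT at 6 h, and Nfe2 in KO at 6 h (0.264 RPKM). In WT the decay rates to 3 h and to 6 h were 2.27 and 1.18 per h for Dusp2 and 2.15 and 1.33 per h for Klf2. The half-lives of these genes are uncertain as well. At the other end, mRNAs of cytosolic ribosomal proteins had a median half-life of 3.23 h in WT and 2.64 h in KO (86 genes, percentile 0 of the WT decay rate among matched random lists).

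The median half-life of all 10531 tested genes was 1.45 h in WT (95% interval 1.40 to 1.48) and 1.37 h in KO (1.34 to 1.41). These intervals cover spike-in error alone, and the order of the cultures rests on the times and the scaling used. In WT and KO the medians were 1.70 and 2.21 h without the 3 h libraries, 1.27 and 0.989 h without the 6 h libraries, and 4.05 and 4.12 h with no spike-in scaling. The 32 immediate-early and feedback genes had a median of 0.927 h in WT and 0.882 h in KO, the 19 p53 targets 1.06 and 0.964 h, and the 30 genes of TLR4 and NF-kB signalling 1.13 and 1.09 h. The WT decay rate of each of these 3 lists lay at percentile 100. Within the TLR4 list the NF-kB inhibitor Nfkbia (0.720 and 0.673 h) and the deubiquitinase Tnfaip3 (0.810 and 0.732 h) were short-lived, and the LPS co-receptor Cd14 (2.26 and 2.31 h) and the kinase Irak1 (1.98 and 1.77 h) long-lived. Genes of the m6A machinery had medians of 1.21 and 1.18 h (22 genes, percentile 98.3), from the writer-associated Cbll1 (0.860 and 0.882 h) and the reader Ythdf2 (0.930 and 0.976 h) to the writer subunit Rbm15 (1.92 and 1.70 h). Long-lived groups included nuclear genes of oxidative phosphorylation (2.29 and 2.03 h, 76 genes, percentile 0.65) and small RNA host transcripts (2.09 and 1.85 h, 18 genes, percentile 0.06). The latter list is mixed, as it was planned to include the non-coding RNAs Rmrp, Malat1 and Neat1 as well, and Rmrp was among those measured. Macrophage markers were also long-lived (2.29 and 2.35 h, 12 genes, percentile 0.32).

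**Figure D1:**
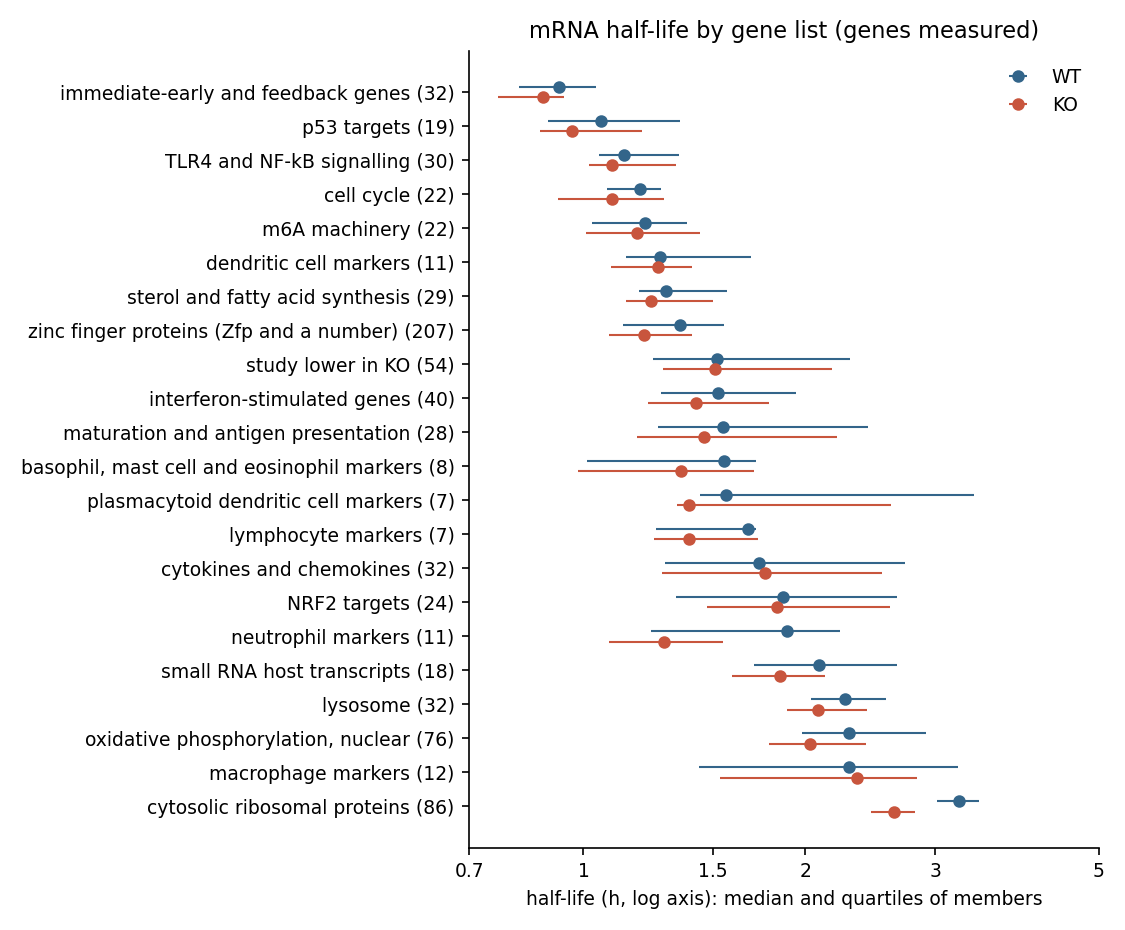
Half-life in hours (log axis) of the members of each gene list with at least 5 genes measured, the sex-linked list left out, with the number of genes measured in brackets. Points are medians and bars quartiles over genes in WT (blue) and KO (red), and in WT the medians shown run from 0.927 h for immediate-early and feedback genes to 3.23 h for ribosomal protein genes.

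Among genes of mature DC, the migration receptor Ccr7 had a half-life of 0.692 h in WT and 0.670 h in KO, and the maturation marker Cd83 of 0.715 and 0.704 h. The MHC class II genes H2-Ab1 (2.97 and 2.95 h) and Cd74 (2.94 and 2.58 h) were in WT at the long-lived end of the 28 genes of maturation and antigen presentation, whose medians were 1.55 and 1.46 h. Cytokine and chemokine mRNAs had medians of 1.73 and 1.76 h (32 genes), in WT from 0.791 h for Tnf to 4.98 h for the interleukin-1 receptor antagonist Il1rn. In KO Tnf had 0.784 h and Il1rn 6.32 h, and the weakly expressed growth factor Csf3 had the longest, 18.2 h against 2.74 h in WT. Across genes, k in WT and KO had a Pearson correlation of 0.870 and a Spearman correlation of 0.937, where genes are not independent replicates.

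Total mRNA per total RNA, relative to WT at 0 h, was 0.336 at 3 h and 0.210 at 6 h in WT. In KO it was 1.45 at 0 h, 0.309 at 3 h and 0.474 at 6 h. The median gene retained 19.3% and 8.66% of its 0 h amount in WT, and 12.2% and 15.3% in KO. ERCC transcripts made up 10.8, 22.9 and 30.3% of the summed RPKM in WT at 0, 3 and 6 h, and 7.89, 24.1 and 17.5% in KO. The median k of KO was 1.01 per h to 3 h and 0.452 per h to 6 h, against 0.790 and 0.588 per h in WT.

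**Figure D2:**
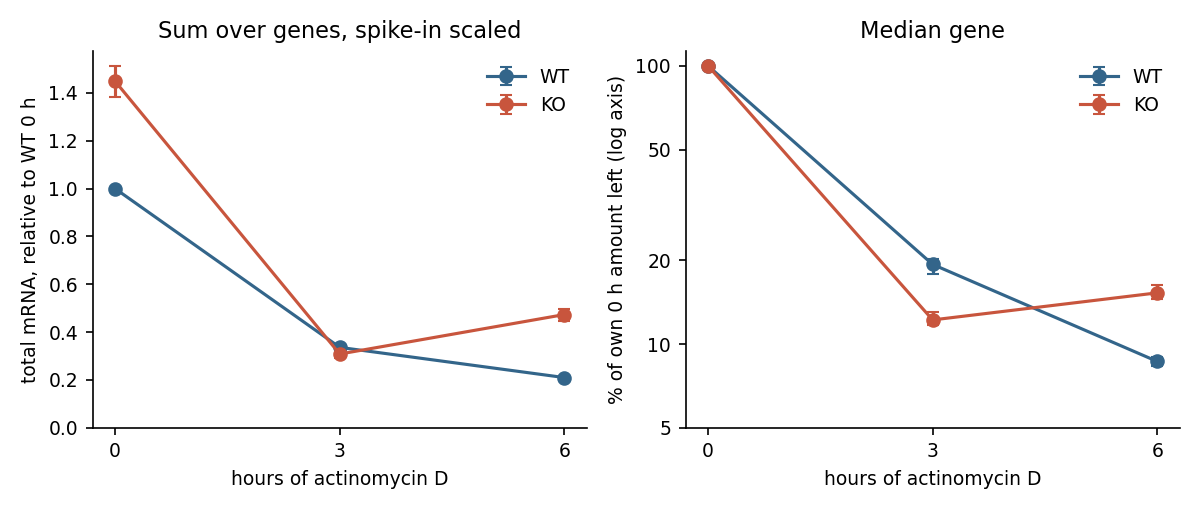
Spike-in scaled mRNA over hours of actinomycin D in WT (blue) and KO (red), 1 library per point, as the sum over genes relative to WT at 0 h (left) and as the percentage of its own 0 h amount that the median gene retained (right, log axis). Bars are 95% bootstrap intervals over ERCC transcripts, and the KO total was 0.309 at 3 h and 0.474 at 6 h.

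The second question was whether decay differs without Mettl3, in particular for the transcripts that the study lists as lower in KO. Il6 (chromosome 5, 30013114 to 30019981) had a half-life of 1.27 h in WT and 1.14 h in KO, Il12b (chromosome 11, 44400063 to 44414033) 1.67 and 1.29 h, and the MHC class II gene H2-Eb2 (chromosome 17, 34325665 to 34341412) 2.41 and 2.21 h. For the co-stimulatory molecules the half-lives were 1.53 and 1.48 h for Cd40 (chromosome 2, 165055627 to 165072948), 1.29 and 1.29 h for Cd80 (chromosome 16, 38455561 to 38496335) and 1.46 and 1.43 h for Cd86 (chromosome 16, 36603869 to 36666081). The TLR4 adaptor Tirap (chromosome 9, 35184551 to 35200291) had 1.05 and 1.03 h, the cytokine signalling inhibitor Socs1 0.991 and 0.941 h, the integrin Itgam 2.32 and 1.99 h, the m6A reader Ythdf1 1.01 and 0.988 h, the inhibitory receptor Ctla4 1.41 and 1.62 h, and Mettl3 1.21 and 1.56 h. None of these 12 genes reached the 1.5-fold rule, on spike-in scaled amounts or relative to the median gene. On spike-in scaled amounts the KO minus WT difference in k was 0.174 per h for Il12b and 0.0885 per h for Il6 (counting standard errors 0.0122 and 0.0122), and 0.0440 per h for the median gene (95% interval over ERCC transcripts 0.0195 to 0.0609). Without the 6 h libraries the difference of the median gene was 0.221 per h, without the 3 h libraries -0.132 and with no spike-in scaling -0.00124, so its sign is not settled. Spike-in scaled k to 3 h was 1.02 per h in WT and 1.34 in KO for Il6, and 0.753 and 1.13 for Il12b. To 6 h it was lower in KO for both, 0.557 and 0.415 for Il6 and 0.444 and 0.410 for Il12b. Relative to the median gene the Il6 difference was 0.109 per h to 3 h and -0.00377 to 6 h. That of Il12b was 0.172 and 0.105. The scaled sign thus depends on the time used for both genes, and the relative sign for Il6.

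All 54 genes of the study's own list of transcripts lower in KO were measured, with median half-lives of 1.52 h in WT and 1.51 h in KO. Relative to the median gene their median difference in k was -0.0252 per h (percentile 0.05), towards slower decay in KO. The study chose this list in RNA-seq that its methods describe apart from the lifetime experiment, and whether both shared mice is not stated. Of its members, 1 was counted relative to the median gene, the metallothionein Mt3, as slower in KO (4.56 and 7.71 h), and 0 on spike-in scaled amounts. Of all 10531 tested genes 95 were counted as faster and 108 as slower relative to the median gene, and 84 and 60 on spike-in scaled amounts. On the latter only 4.78% of genes had the same sign to 3 h and to 6 h that the rule requires. The count of 0 there therefore says little about these genes. A symbol of the list was read as Cxcl1 and could be Cxcl11, and without it the difference in k of the other 53 genes was -0.0206 per h (percentile 0.16). The relative difference in k was -0.0121 per h (percentile 9.07) for the m6A machinery, 0.0136 per h (percentile 68.8) for TLR4 and NF-kB signalling, 0.000663 per h (percentile 3.03) for maturation and antigen presentation and 0.00211 per h (percentile 9.24) for interferon-stimulated genes. Cytokines and chemokines stood at -0.0131 per h (percentile 0.25), but at percentile 3.88 among random lists not matched on expression, inside their central 95% range, and 3 of them were counted as slower in KO, Il1a (1.77 and 2.55 h), Il1rn and Csf3 (1 on spike-in scaled amounts). From 3 to 6 h alone the cytokine list stood at -0.0103 per h (percentile 15.4), also inside that range. Ribosomal protein mRNAs lay at 0.0356 per h (percentile 99.98) and zinc finger genes named Zfp and a number at 0.0220 per h (percentile 99.8), both towards faster decay in KO.

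On spike-in scaled amounts, transcripts with shorter half-lives in KO included neutrophil genes. The calprotectin subunit S100a8 had half-lives of 1.89 h in WT and 1.24 h in KO, the antimicrobial peptide Camp 2.12 and 1.39 h, and the collagenase Mmp8 2.35 and 1.52 h. The 11 neutrophil markers had medians of 1.89 and 1.29 h and a relative difference in k of 0.0957 per h (percentile 100), and their median level in KO at 0 h was 1.32 log2 units above WT. Of these 11 markers 4 were counted as faster in KO on spike-in scaled amounts and 0 relative to the median gene. Also faster in KO were the arrestin-related Arrdc3 (1.40 and 0.893 h), thymidylate synthase Tyms (2.68 and 1.45 h), the receptor Igflr1 (3.16 and 1.66 h), the cystatin Stfa3 (3.53 and 1.76 h), Mrgpra6 (1.94 and 1.28 h), Tstd1 (8.67 and 2.68 h) and Rab26os (3.71 and 1.97 h). Of these 10 genes, S100a8, Camp, Mmp8 and Mrgpra6 were not counted relative to the median gene. Slower in KO were the aldo-keto reductase Akr1b3 (1.94 and 5.11 h), the adhesion molecule Clmp (1.70 and 2.76 h), the G protein subunit Gng11 (1.76 and 2.72 h), the adaptor Scimp (1.95 and 3.08 h), the glutathione transferase Gstt1 (2.27 and 3.92 h) and the cytokine Flt3l, whose difference in k relative to the median gene was -0.271 per h. Eif3j2 (0.575 and 1.18 h) and Rpl26 (1.44 and 3.18 h) have near-identical copies among which reads can be split, and are uncertain. From 3 to 6 h alone the difference in k relative to the median gene had the opposite sign for Igflr1, Tstd1, Akr1b3, Gng11, Gstt1, Flt3l, Eif3j2 and Rpl26.

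On spike-in scaled amounts 84 genes were counted as faster and 60 as slower in KO, and relative to the median gene 95 and 108. The latter counts depend on the spike-in scale of the WT rates and were 774 and 680 with WT rates from RPKM without spike-in scaling. Only 4.78% of genes had differences of the same sign to 3 h and to 6 h, which the rule requires, against 65.4% relative to the median gene. In simulated data with counting noise alone the rule counted 42 unchanged genes among 9948. The simulation left out the opposite shifts of the median gene to 3 h and to 6 h. It therefore does not give the number of unchanged genes among the scaled counts. At a mean of at least 5 RPKM (6776 of 10531 genes) the scaled counts were 26 faster and 16 slower. By limma with time as a factor, which compares these cultures, 9 were faster and 17 slower, and on libraries centred on the median gene 0 and 1, with 380 and 474 at an unadjusted p under 0.05. Without the 6 h libraries 1683 genes were faster and 35 slower, and without the 3 h libraries 41 were faster and 1786 slower.

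The third comparison was of transcript levels. Of 32 cytokine and chemokine genes 9 were counted as lower and 3 as higher in KO relative to the median gene, and the list median was -0.40 (percentile 0). The counts on spike-in scaled amounts were 2 lower and 3 higher. Among those lower relative to the median gene, the log2 ratio of KO to WT was -1.99 ± 0.14 for Cxcl2 (chromosome 5, 90903871 to 90905938), -1.78 ± 0.20 for Cxcl1 (chromosome 5, 90891241 to 90893115), -2.04 ± 0.22 for Cxcl5 and -2.06 ± 0.71 for Ppbp, the last 3 of which are on the study's list. Il12b stood at -1.29 ± 0.33 and Il6 at -0.95 ± 0.20, and of the MHC class II genes H2-Eb2 at -0.71 ± 0.12. The genes counted as higher were Ccl4 (1.03 ± 0.28), Ccl7 (1.42 ± 0.28) and Cxcl10. Without the 6 h libraries 10 were lower and 3 higher. The study's list holds 7 of these genes, and the other 25 had a median of -0.12, with 4 lower and 3 higher. If the symbol read as Cxcl1 is Cxcl11, 6 are shared and the other 26 had a median of -0.16, with 5 lower and 3 higher.

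Targets of NRF2, the transcription factor of the oxidative stress response, had a median of -0.64 (24 genes, percentile 0), with 9 counted as lower and 0 as higher relative to the median gene, against 0 and 0 on spike-in scaled amounts. The lowest were the aldo-keto reductase Akr1b8 (-1.84 ± 0.43) and the quinone reductase Nqo1 (-1.80 ± 0.24), and the highest were Hmox1 (0.08 ± 0.72) and Cbr3 (0.36 ± 0.73). Without the 6 h libraries 13 were lower. The study's list holds 6 of these genes, and the other 18 had a median of -0.35, with 4 lower. Genes of sterol and fatty acid synthesis had a median of -0.24 (29 genes, percentile 0), from -1.11 ± 0.54 for the acetyl-CoA synthetase Acss2 to 0.43 ± 0.20 for the desaturase Scd1, and 0 were counted. The study's list holds 2 of them, and the other 27 had a median of -0.23. The study's own list had a median of -0.79 (54 genes, percentile 0), with 27 counted as lower and 0 as higher (36 lower without the 6 h libraries), or 26 of 53 without Cxcl1. Of all 54 genes 1 was lower and 0 were higher on spike-in scaled amounts. The study picked that list for this direction, and as shared mice are not excluded its count is not taken as independent evidence of it.

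Interferon-stimulated genes were higher in KO, with a median of 0.55 (40 genes, percentile 100). Of these, 13 were counted as higher and 0 as lower (17 higher without the 6 h libraries and 10 on spike-in scaled amounts), and 38 lay above the median gene at all 3 times. The nucleotide kinase Cmpk2 stood at 1.65 ± 0.42 and the antiviral effector Ifit3 at 1.56 ± 0.32, and at the low end Xaf1 at -0.44 ± 0.08 and Mx1 at 0.07 ± 0.23. Outside that list, the interferon-induced chemokine Cxcl10 (chromosome 5, 92346638 to 92348889) was at 2.79 ± 0.09, Ifit1bl1 at 2.52 ± 0.08, Gatm, an enzyme of creatine synthesis, at 2.26 ± 0.26, the Fc receptor Fcgr1 at 1.92 ± 0.35, the cytidine deaminase Apobec3 at 1.82 ± 0.16, the neutrophil granule protein Ltf at 1.82 ± 0.52, Ifitm6 at 1.72 ± 0.35 and Fam26f at 1.69 ± 0.67. Ifi202b (chromosome 1, 173962568 to 173982744) was read at 88.0, 44.6 and 49.5 RPKM in KO and at 0.0768, 0 and 0.0702 RPKM in WT.

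**Figure D3:**
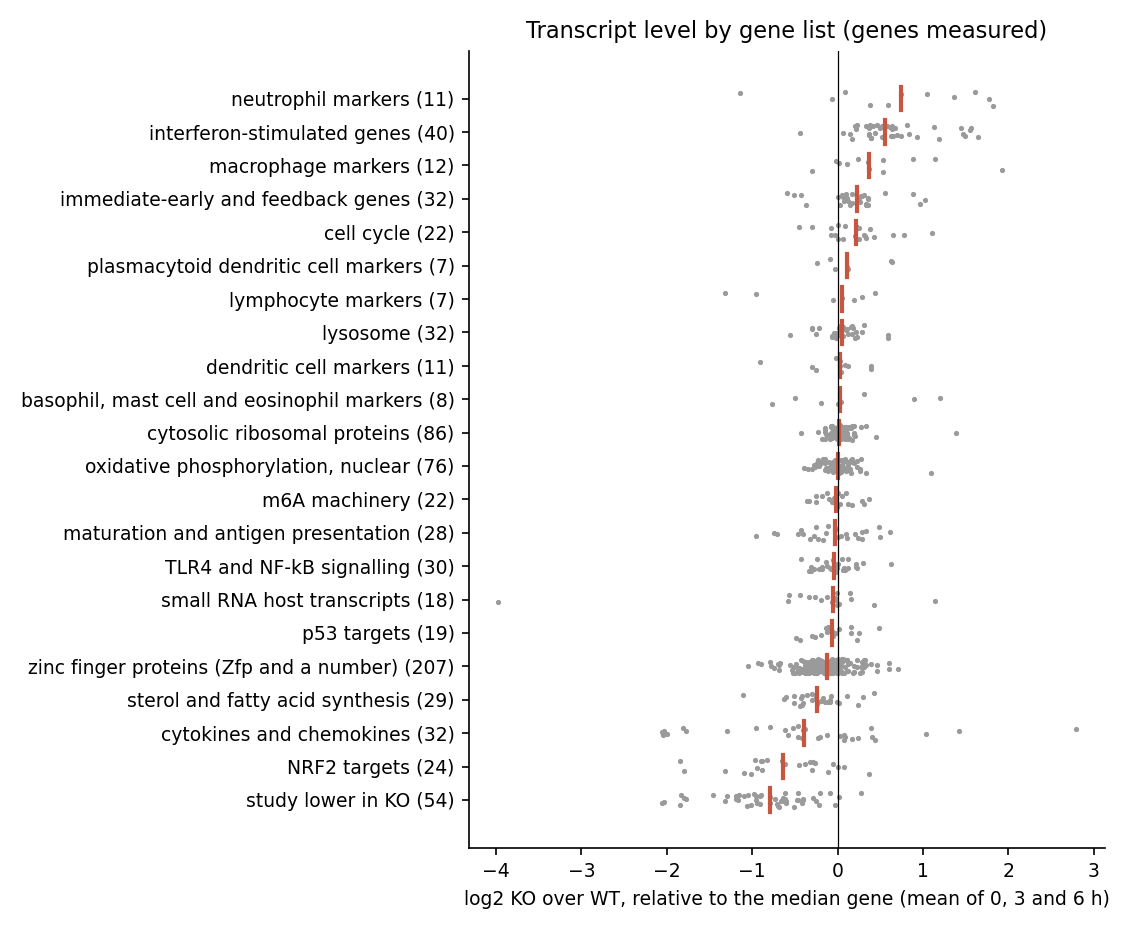
Log2 ratio of KO to WT relative to the median gene, as the mean of 0, 3 and 6 h, for the members of each gene list with at least 5 genes measured, the sex-linked list left out (grey points, 1 gene each, with random vertical offsets) and the list median (red bar), with the number of genes measured in brackets. The medians shown run from -0.79 for the study's own list to 0.55 for interferon-stimulated genes and 0.74 for neutrophil markers.

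Co-stimulatory and TLR4 pathway transcripts lay near the median gene, with Cd40 at -0.17 ± 0.13, Cd80 at -0.23 ± 0.19, Cd86 at 0.01 ± 0.09 and Tirap at 0.13 ± 0.19. TLR4 and NF-kB signalling had a median of -0.04 (30 genes, percentile 21.7), from -0.43 ± 0.11 for Nfkbiz to 0.63 ± 0.17 for the adaptor Myd88, with 0 higher and 0 lower. For maturation and antigen presentation the median was -0.03 (28 genes, percentile 21.3), and 3 genes were lower, the ligand Cd70 (-0.95 ± 0.25), the class II transactivator Ciita (-0.75 ± 0.05) and H2-Eb2. Cd70 and H2-Eb2 are on the study's list, and of the other 26 genes 1 was lower. Of the 28 genes 0 were lower on spike-in scaled amounts. The m6A machinery had a median of -0.02 (22 genes, percentile 63.7), with 0 higher and 0 lower and Mettl3 at 0.37 ± 0.50. Immediate-early and feedback genes stood at 0.23 (32 genes, percentile 100) and cell cycle genes at 0.22 (22 genes, percentile 99.9), with 1 gene each counted as higher, Klf2 (1.02 ± 0.50) and Birc5 (1.11 ± 0.54), against 3 and 3 on spike-in scaled amounts.

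Among marker lists of other cell types, 4 of 11 neutrophil, 3 of 12 macrophage, 0 of 7 lymphocyte, 1 of 8 basophil, mast cell and eosinophil, 1 of 7 plasmacytoid dendritic cell and 1 of 4 erythroid genes were counted. The counts on spike-in scaled amounts were 5 higher and 0 lower for neutrophil and 2 higher and 0 lower for macrophage markers. On that scale 1 basophil, mast cell and eosinophil marker was higher, and 0 lymphocyte, plasmacytoid dendritic cell, erythroid or dendritic cell markers were counted. The neutrophil list had a median of 0.74 (11 genes, percentile 100), with Ltf, Ngp (1.61 ± 0.46) and the chemokine receptor Cxcr2 (1.36 ± 0.39) higher and Mmp8 (-1.14 ± 0.46) lower. Without the 6 h libraries 6 neutrophil markers were higher and 1 lower. The macrophage list had a median of 0.37 (12 genes, percentile 100), with Fcgr1, Apoe (1.14 ± 0.11) and C1qa (0.88 ± 0.40) higher, and 1 gene shared with the study's list was not among these. Dendritic cell markers stood at 0.03 (11 genes, percentile 62), where the peptidase Dpp4 was lower (-0.91 ± 0.05) and Itgax, the gene of CD11c, was at -0.29 ± 0.23. Dpp4 is on the study's list, and of the other 10 markers 0 were lower. The cultures also differed in sex-linked transcripts. Xist was read at 33.9, 35.8 and 39.6 RPKM in KO and 0.0407, 0.0429 and 0.103 RPKM in WT, and the Y-linked Ddx3y at 25.4, 13.8 and 13.2 RPKM in WT and 0.0193, 0.00946 and 0.0353 RPKM in KO. Eif2s3y, also Y-linked, was read at 33.1, 22.8 and 22.4 RPKM in WT and 0.0232, 0 and 0.0282 RPKM in KO. Sex and genotype cannot be told apart in these libraries.

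On spike-in scaled amounts 238 genes were counted as higher and 9 as lower in KO, and relative to the median gene 170 and 98. Without the 6 h libraries the scaled counts were 245 higher and 82 lower, at a mean of at least 5 RPKM 116 and 4, and by limma with time as a factor 94 and 17.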

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

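Of the tests below, the exchange of the KO labels and the grouping by 0 to 3 h rates were chosen only after the result was seen.

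From 3 to 6 h the cultures moved in opposite directions. The log2 change of total mRNA was -0.68 in WT and 0.62 in KO, and that of the median gene -1.12 in WT and 0.35 in KO. With 1 library per point this difference between the cultures was not tested.

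Actinomycin D blocks transcription, so a higher amount at 6 h than at 3 h needs an account. Resumed transcription in the KO culture would refill short-lived mRNAs first, but the KO minus WT change from 3 to 6 h was 1.48, 1.47, 1.45 and 1.43 log2 units from the slowest to the fastest of 4 equal groups of genes by WT k, a fastest minus slowest gap of -0.0446 (95% interval over genes -0.0676 to -0.0225), which argues against it. An exchange of the KO 3 h and 6 h labels would make long-lived mRNAs lose ground to short-lived ones from 3 to 6 h, whereas the slowest group gained 0.352 on the fastest in KO and 0.277 in WT. The same gap of -0.0446 is consistent with a single factor shared by all genes of a library, such as the spike-in dose or the total RNA input, which may have differed in the KO 3 h or 6 h library. With groups set by the 0 to 3 h rate the gap was -0.0367 (KO rate) and -0.119 (WT rate), and a change of total RNA per cell would act as such a factor too and stays untested.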

How the results depend on the processing

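Chosen only after the results were seen were the tests on 0 and 3 h levels alone, without small gene models, on the deposited values as they are, with limma on centred libraries, on centred libraries with no spike-in scaling, of the signs from 3 to 6 h relative to the median gene and of the study's list without Cxcl1. Using ERCC transcripts of at least 1 RPKM or a pseudocount of 0.01 RPKM left the half-lives, median differences and counts within their limits, leaving out small gene models did so for the median difference in k and the counts on spike-in scaled amounts, and other values not printed here also stayed within them. The cause of the shifts below was not tested unless it is stated. Median half-lives in WT and KO were 1.59 and 1.54 h with the sum of ERCC RPKM, 4.05 and 4.12 h with no spike-in scaling, 1.54 and 1.44 h with a pseudocount of 1 RPKM, 1.71 and 1.54 h with no filter, 1.51 and 1.42 h at a mean of at least 5 RPKM, 1.27 and 0.989 h from 0 to 3 h, 1.70 and 2.21 h from 0 to 6 h and 1.62 and 1.51 h on the deposited values. The straight line over 3 times equals the 0 to 6 h rate by construction. From 3 to 6 h alone the WT half-life was 2.67 h, and KO gave no value because its median k was below 0. The median difference in k was -0.00124 per h with no scaling, 0.221 from 0 to 3 h, -0.132 from 0 to 6 h and -0.487 from 3 to 6 h. Genes faster and slower in KO numbered 716 and 704 with no scaling, 49 and 29 with the pseudocount of 1, 1238 and 385 with no filter, 26 and 16 at a mean of at least 5, 1683 and 35 from 0 to 3 h, 41 and 1786 from 0 to 6 h, 29 and 10344 from 3 to 6 h, 42 and 31 at 2-fold, 9 and 17 by limma with time as a factor and 1 and 7 with time as a line. Slower genes alone moved to 108 on centred libraries, 94 when small gene models were also left out, and 34 on the deposited values. On centred libraries whose WT rates had no spike-in scaling 774 were faster and 680 slower, since slower rates make the same difference a larger ratio. By limma on centred libraries 0 were faster and 1 slower, with 380 and 474 at an unadjusted p under 0.05. Genes higher and lower in KO numbered 147 and 5 with the pseudocount of 1, 457 and 24 with no filter, 116 and 4 at a mean of at least 5, 2343 and 102 at 0 h alone and 94 and 17 by limma. Higher genes numbered 86 at 2-fold, and lower genes 70 with no scaling, 98 on centred libraries, 82 at 0 and 3 h and 190 by limma on centred libraries. From 3 to 6 h alone the spike-in scaled difference in k, which carries the shift of the median gene, changed sign for Eif3j2 (0.971), Arrdc3 (-0.203), Tyms (-0.330), Igflr1 (-0.503), Stfa3 (-0.226), S100a8 (-0.180), Mrgpra6 (-0.334), Tstd1 (-0.513), Camp (-0.224), Rab26os (-0.332) and Mmp8 (-0.443). Relative to the median gene 8 of these 11 kept their sign. On that measure Eif3j2 (1.46), Rpl26 (0.0488), Akr1b3 (0.184), Flt3l (0.364), Gng11 (0.00315), Gstt1 (0.0645), Igflr1 (-0.0180), Tstd1 (-0.0278) and a microRNA model changed sign from 3 to 6 h. These were 2 of 10 genes picked by the naming rule as faster and 7 of 10 picked as slower in KO, where the latter 10 include microRNA models not named above. In all, 289 of 943 values for named-gene decay and 115 of 721 for level moved by more than their spread without a called gene changing sign. Unmatched random lists put 44 of 48 list percentiles of level and difference in k on the same side of the central 95% range. The exceptions, all for the difference in k, moved from percentile 0.25 to 3.88 for cytokines and chemokines, 0.47 to 15.0 for lysosomal genes and 1.09 to 9.09 for NRF2 targets, which left the outer range, and 90.4 to 97.9 for oxidative phosphorylation, which entered it. The unscaled alternative cannot move list percentiles by construction. The median log2 ratio of ERCC RPKM, planned as an alternative, became the scaling itself. No paired analysis was possible by replicate number because each group is 1 library and the groups share a single number, but the limma fits of level above hold time as a factor and so compare KO with WT within each time.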

Other observations

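Tests chosen only after the result was seen were those on the share of neutrophil markers, the decay of interferon-stimulated genes, sex and list decay from 3 to 6 h, and the intervals of the motif correlations.

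Lysosomal genes had median half-lives of 2.26 h in WT and 2.08 h in KO and a median level of 0.05 (32 genes, percentile 71), from -0.56 ± 0.19 for the acid lipase Lipa to 0.59 ± 0.14 for progranulin Grn, with 0 higher and 0 lower and 1 on the study's list. Ribosomal protein genes had a median level of 0.02 (86 genes, percentile 33.3), where 1 was counted as higher, Rpl39l (1.39 ± 0.14), and nuclear genes of oxidative phosphorylation 0.00 (76 genes, percentile 24.1), with 0 higher and 0 lower. Zinc finger genes named Zfp and a number had half-lives of 1.35 and 1.21 h and a level of -0.12 (207 genes, percentile 0.02), with 2 lower, Zfp52 (-0.78 ± 0.14) and Zfp950 (-0.93 ± 0.17), against 1 higher and 0 lower on spike-in scaled amounts. Without the 6 h libraries 5 zinc finger genes were lower and 1 higher relative to the median gene. The level of p53 targets was -0.06 (19 genes, percentile 27.7), with 0 higher and 0 lower, and that of small RNA host transcripts -0.05 (18 genes, percentile 28.7), with Snhg6 higher (1.14 ± 0.26). No mitochondrially encoded gene was found among the symbols.

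The other cell type lists were sparsely measured. Plasmacytoid dendritic cell markers stood at 0.11 (7 genes, percentile 88.1), with Bst2 higher (0.64 ± 0.02), and basophil, mast cell and eosinophil markers at 0.02 (8 genes, percentile 75.5), with Ear2 higher (0.89 ± 0.22). Lymphocyte markers stood at 0.06 (7 genes, percentile 80.7), with 0 higher and 0 lower, and erythroid markers at -0.64 (4 genes, percentile 0.97), with Hbb-b1 lower. From 3 to 6 h alone the relative difference in k was 0.261 per h for neutrophil markers, 0.0891 for ribosomal protein genes, -0.0656 for lysosomal genes, -0.113 for NRF2 targets and -0.0850 for the study's own list, each with the sign it had over all times. It changed sign for the m6A machinery, from -0.0121 over all times to 0.0300 (percentile 90.3), for interferon-stimulated genes, from 0.00211 to -0.0174 (percentile 9.5), for cell cycle genes, from 0.000353 to -0.0677 (percentile 3.13), for small RNA host transcripts, from 0.0248 to -0.00193 (percentile 43.7), and for erythroid markers, from 0.0405 to -0.0253 (percentile 41.4). TLR4 and NF-kB signalling stood at 0.0366 (percentile 98.4), maturation and antigen presentation at 0.0280 (percentile 80.5), cytokines and chemokines at -0.0103 (percentile 15.4) and zinc finger genes at 0.0166 (percentile 97.53).

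Neutrophil transcripts were higher in KO at 0 h, with S100a8 at 2238 RPKM in WT and 4991 RPKM in KO and S100a9 at 1591 RPKM in WT and 4036 RPKM in KO. A lower share of dendritic cells was assumed to raise the markers of every other cell type alike. However, 3 of 3 other lists stayed more than 0.5 log2 units below the neutrophil median of 1.32, at 0.30 for macrophage, -0.36 for lymphocyte and 0.07 for basophil, mast cell and eosinophil markers. These lists are short, and the assumption itself was not tested. Dendritic cell markers stood at 0.17 at 0 h (percentile 93.7) and so were not lower in KO as a list. The paper reports a similar share of CD11c-positive cells in WT and KO BMDC. Whether these cultures were among those it measured is not stated. More neutrophils in the KO culture may be a source, since 8 of 11 markers (72.7%) lay more than 0.5 log2 units above WT, a share that does not decide it. Selection for CD11c should remove most neutrophils, and 0 of the 11 markers are shared with another list.

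Interferon-stimulated transcripts were higher in KO. Slower decay would need a log2 ratio of decay rates near -0.56, whereas their median was -0.00893 (95% interval over genes -0.0753 to 0.0468), which argues against it as the cause. The sexes of the cultures may also contribute, since the log2 ratio of Xist was 7.82, and sex, in which littermates can differ, cannot be told apart from genotype with 1 culture of each. In its discussion the paper reports raised interferon-stimulated genes in LPS-treated KO cells from its own RNA-seq. Whether that RNA-seq shared mice with these cultures is not stated. The genotype itself stays among the open explanations, as untested here.

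Ifi202b, known to be silent in C57BL/6 and expressed in some other strains, was read in KO at 0 h at 88.0 RPKM and in WT at 0.0768 RPKM. As a hypothesis, the KO culture may carry a chromosome segment from another strain there: of 64 other genes within 5 Mb, 5 differed in level (7.81%, Wilson 95% interval 3.38 to 17.0), against 2.49% of 10067 genes elsewhere, a ratio of 3.13. The 5 were Fcgr2b, Fcgr4, Fcrlb, Ifi204 and Slamf9, named after their values were seen, and neighbouring gene families are not independent. Ifi204 is also on the list of interferon-stimulated genes, of which 13 of 40 were counted as higher in KO. The Fc receptor Fcgr1, on chromosome 3, was counted as higher too. The share near Ifi202b is therefore not independent of differences seen elsewhere in the genome, and cannot decide the question. The labels give C57BL/6 for both cultures and the study's methods describe littermate pairs, which leaves this open, since a segment can segregate within a litter.

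If loss of m6A stabilised marked transcripts, those with more GGACT motifs should decay more slowly in KO. Across 10132 genes the Spearman correlation between motif count and the KO minus WT difference in k was 0.00319 (95% interval over genes -0.0167 to 0.0233), which argues against such a relation at or below the bound of -0.05 set beforehand. With motifs per kb it was -0.0220 (-0.0424 to -0.00306). Within 4 equal groups by transcript length, shortest first, it was -0.0524, -0.00849, -0.00951 and 0.00954, so that a weak relation in the predicted direction, per kb or among the shortest transcripts (-0.0959 to -0.0120) stays open. Motifs are not measured m6A sites, and genes are not independent replicates.

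Exchanging the genotype labels within time points gives 4 splits, too few for a share under 0.05. For level, 1 of 4 splits gave as many genes, the real one with 247 and the highest other with 76. For decay, 4 of 4 did, the real one with 144 and the others with 458 exchanged at 3 h, 3653 at 6 h, the highest, and 2148 at both. Relative to the median gene the real split of level gave 268 and the highest other 13, and that of decay 203 against 453, 385 and 1243 in the same order. The level rule needs the same direction at all 3 times, which are taken as parts of the same cultures. An exchange at 3 or 6 h reverses any lasting difference between the cultures there, whatever its cause. The exchanged splits therefore lose such genes by construction, and their lower counts for level decide nothing. Splits that call several times more genes than the real one point to a structure of the libraries, as an exchange sets the 3 or 6 h library of 1 culture against the 0 h library of the other and so brings differences in level into k.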
